# YAP contributes to DNA methylation remodeling upon mouse embryonic stem cell differentiation

**DOI:** 10.1074/jbc.RA120.015896

**Published:** 2020-12-06

**Authors:** Fabiana Passaro, Ilaria De Martino, Federico Zambelli, Giorgia Di Benedetto, Matteo Barbato, Anna Maria D’Erchia, Caterina Manzari, Graziano Pesole, Margherita Mutarelli, Davide Cacchiarelli, Dario Antonini, Silvia Parisi, Tommaso Russo

**Keywords:** Yes-associated protein, DNA methyltransferases, Dnmt3l, ephemeron, embryonic stem cells, epiblast-like stem cells, differentiation, pluripotency, stemness, AP, alkaline phosphatase, ChIP-Seq, chromatin immunoprecipitation sequencing, CTR KD, control KD, DMRs, differentially methylated regions, ESCs, embryonic stem cells, FACS, fluorescence-activated cell sorting, FC, fold change, GO, gene ontology, KD, knockdown, KO, knockout, LIF, leukemia inhibitory factor, lncRNA, long noncoding, OE, overexpression, SFEBs, serum-free embryoid bodies, TAZ, WW-domain-containing transcription regulator 1 (WWTR1 also known as TAZ), TEADs, Transcriptional Enhanced Associate Domains, YAP, Yes-associated protein

## Abstract

The Yes-associated protein (YAP), one of the major effectors of the Hippo pathway together with its related protein WW-domain-containing transcription regulator 1 (WWTR1; also known as TAZ), mediates a range of cellular processes from proliferation and death to morphogenesis. YAP and WW-domain-containing transcription regulator 1 (WWTR1; also known as TAZ) regulate a large number of target genes, acting as coactivators of DNA-binding transcription factors or as negative regulators of transcription by interacting with the nucleosome remodeling and histone deacetylase complexes. YAP is expressed in self-renewing embryonic stem cells (ESCs), although it is still debated whether it plays any crucial roles in the control of either stemness or differentiation. Here we show that the transient downregulation of YAP in mouse ESCs perturbs cellular homeostasis, leading to the inability to differentiate properly. Bisulfite genomic sequencing revealed that this transient knockdown caused a genome-wide alteration of the DNA methylation remodeling that takes place during the early steps of differentiation, suggesting that the phenotype we observed might be due to the dysregulation of some of the mechanisms involved in regulation of ESC exit from pluripotency. By gene expression analysis, we identified two molecules that could have a role in the altered genome-wide methylation profile: the long noncoding RNA ephemeron, whose rapid upregulation is crucial for the transition of ESCs into epiblast, and the methyltransferase-like protein Dnmt3l, which, during the embryo development, cooperates with Dnmt3a and Dnmt3b to contribute to the *de novo* DNA methylation that governs early steps of ESC differentiation. These data suggest a new role for YAP in the governance of the epigenetic dynamics of exit from pluripotency.

One of the molecular machineries that play crucial roles during embryo development is that involving the Yes-associated protein (YAP) and the related protein WW-domain-containing transcription regulator 1 (WWTR1; also known as TAZ) (1, 2). These two proteins play a fundamental role in the so-called Hippo pathway, as they, through a cytosol–nucleus shuttling regulated by nucleus-excluding phosphorylation, govern the transcription of various genes involved in sensing mechanical stress (3), cell proliferation and apoptosis (4, 5), and organ size (6). YAP and TAZ function as coactivators of the Transcriptional Enhanced Associate Domains (TEADs) (1), but the multitasking ability of YAP/TAZ is demonstrated by many results indicating TEAD-independent functions even outside the nucleus (7).

The critical role of these two proteins during the very early steps of development is recapitulated by the phenotype of YAP/TAZ double knockout (KO): these embryos are arrested in the premorula stage (8), likely because of the induced repression of Sox2 preventing the appearance of the inner cell mass phenotype. At the morula stage, YAP is responsible for the activation of trophoblast master genes, like *Cdx2*, in the cells of the external layer, thus governing the acquisition of the trophoblast cell identity (9). Besides, YAP is expressed in the blastocyst and, *in vitro*, in embryonic stem cells (ESCs). Several works aimed at characterizing the function of YAP/TAZ in ESCs. Some results indicated that the suppression of YAP or TEAD resulted in the decreased intensity of alkaline phosphatase (AP) staining of colonies and the downregulation of Oct4 and Sox2, with concomitant expression of differentiation markers, like T, alpha-fetoprotein, and Gata4 (10). Accordingly, overexpression (OE) of a TEAD dominant-negative protein led to the induction of ESC differentiation toward the endodermal lineage (11). *In vivo* analysis showed that high TEAD activity sustains pluripotency in the inner cell mass, whereas cells with low TEAD levels are eliminated (5). However, conflicting results showed that YAP/TAZ depletion had no effects on the stemness of ESCs grown in 2i medium and that, in these 2i conditions, YAP/TAZ downregulation mimics GSK3 inhibitor that blocks the β-catenin pathway (7). Consistent with these results, the silencing or the KO of YAP has no effects on the maintenance of the undifferentiated state (12). Furthermore, in differentiation-inducing conditions, YAP knockdown (KD) results in an insufficient accumulation of differentiation markers, like T, Gata6, and Gata3, although Oct4 and Nanog are normally suppressed (12).

These apparently conflicting results could at least in part depend on the multifaceted activities of YAP/TAZ in the various steps of ESC differentiation, whose suppression in different experimental conditions could lead to diverse consequences. To address this point, we explored the effects of a very transient downregulation of YAP on the differentiation of mouse ESCs. We found that, although the normal YAP levels are completely rescued during the differentiation process, YAP KD cells show a genome methylation profile significantly different from that of the control cells. Looking at the expression profile of undifferentiated YAP KD cells, we appreciated significant downregulation of Dnmt3l and the ephemeron long noncoding (lncRNA). These findings indicate that YAP expression in undifferentiated ESCs is necessary to sustain the appropriate machinery responsible for the remodeling of the genome methylation patterns taking place at the exit of ESCs from the naive state.

## Results

### Transient KD of YAP affects early steps of differentiation of ESCs

We decided to explore the possible long-lasting effects of a transient YAP suppression in ESCs. To this aim, E14Tg2a clones, stably expressing GFP under control of the neural-specific promoter of the α1-tubulin gene (α1T–GFP) (13), were transiently transfected with a mixture of siRNAs eliciting a robust suppression of YAP expression (Fig. S1). About 48 h after transfection, YAP KD cells were induced to differentiate toward the neuroectodermal fate (13), and GFP expression was monitored at various time points during the differentiation process. As shown in Fig. 1*A*, the number of GFP-positive cells was significantly decreased in YAP KD since the very first step of differentiation (day 4), with respect to control KD (CTR KD) cells, transiently transfected with siRNA negative control duplex. Accordingly, at later stages (day 14), the differentiation process in YAP KD was incomplete, with a reduced number of cells expressing β3-tubulin (Fig. 1*B*). The expression profile of late marker genes also confirmed that the transient KD of YAP severely affects neuroectodermal differentiation (Fig. 1*C*).

**Figure 1:**
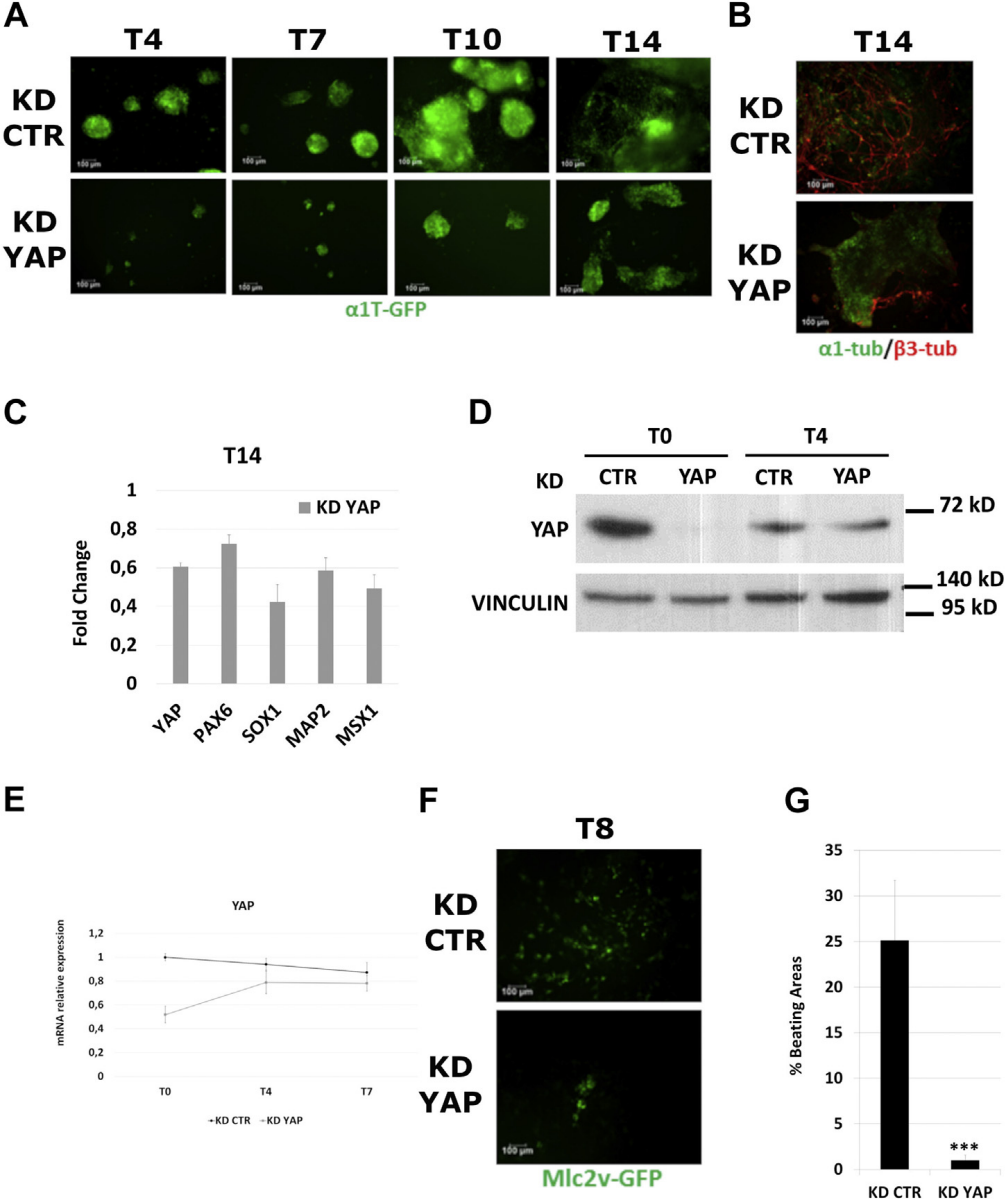
**Transient KD of YAP impairs differentiation of ESCs.***A,* α1T–GFP stable cell line transfected with Stealth siRNA to silence YAP expression (KD YAP) showed a decrease in neuroectodermal differentiation efficacy with respect to KD CTR cells. Representative images are shown. The scale bar represents 100 μm. *B,* representative immunostaining of neural marker β3-tubulin (*red*) in α1T–GFP (*green*) at final stage (T14) of differentiation showing a dramatic reduction in postmitotic neuronal differentiation. The scale bar represents 100 μm. *C,* quantitative PCR analysis of neuronal marker gene expression upon differentiation of YAP KD cells. Data are shown as fold changes with respect to KD CTR cells. ∗*p* < 0.05, ∗∗*p* < 0.01. *D,* YAP expression profile over neuroectodermal differentiation by Western blot or *E,* quantitative PCR. *F,* YAP KD in mlc2v–GFP stable cell line showed a strong reduction of mesodermal differentiation efficiency compared with KD CTR cells. Representative immunostainings are shown. The scale bar represents 100 μm. *G,* percentage of beating areas at final stage of differentiation (T8), demonstrating a significant (∗∗∗*p* < 0.01) decrease in generation of mature cardiomyocytes upon YAP KD. For each data set, averaged numbers from biological triplicates were used for statistics. Error bars indicate mean ± SEM. CTR, control; KD, knockdown; YAP, Yes-associated protein.

The expression profile of YAP over differentiation steps confirmed the transiency of YAP silencing, as its mRNA and protein levels returned at steady state at day 4 of differentiation (Fig. 1, *D* and *E*). Nevertheless, the consequences of YAP suppression lasted until the end of the differentiation protocol, strongly suggesting that YAP could play a role in ESCs or in the early steps of their differentiation process and that this activity is determinant for the following events.

At this point, we explored the ability of YAP KD cells to differentiate toward the mesendodermal fate to address whether the transient downregulation of YAP expression in ESCs interferes specifically with the pathway of neuroectodermal differentiation or, instead, induces a general perturbation of the differentiation potential of ESCs. To this aim, we transiently transfected with YAP siRNAs, the E14Tg2a clone MLC2v–GFP, in which the expression of GFP is under control of the cardiomyocyte-specific promoter of *MLC2v* gene (14). About 48 h after transfection, YAP KD cells were induced to differentiate into mesodermal derivatives by embryoid bodies formation in mesodermal culture conditions (15). Again, 8 days after the induction of differentiation, the number of GFP-positive cells was reduced in YAP KD cells (Fig. 1*F*), and, interestingly, although cardiomyocyte colonies from CTR KD cells showed the expected beating phenotype, almost no beating areas were found in YAP KD cells (Fig. 1*G*). These results suggest that the transient downregulation of YAP expression compromises the potential of undifferentiated ESCs to undertake differentiation properly.

### Transient KD of YAP causes a perturbation of homeostasis ESCs

The partial inability of ESCs to undertake differentiation could be due, on the one hand, to premature loss of pluripotency or, on the contrary, to the persistence of stemness despite and after the induction of differentiation.

To explore whether YAP plays some role in the maintenance of the undifferentiated state of ESCs, we transiently silenced YAP expression in E14Tg2a cells by siRNAs or shRNAs (Fig. S2*A*). After 48 h, KD cells were plated in the absence of leukemia inhibitory factor (LIF) for a further 48 h, and RNA samples were analyzed to measure the expression of stemness marker genes. The results shown in Fig. 2*A* demonstrate that the expression profile of the main stemness markers was not affected by the transient silencing of YAP. These cells were also plated at low density and cultured for 7 more days in the presence of LIF and serum to examine the formation of AP+ colonies. As shown in Fig. 2*B*, both CTR and YAP KD cells were able to form AP+ colonies with a robust AP staining. However, a difference emerged in the total number of colonies derived from YAP KD cells, which was significantly lower than that of CTR KD (Fig. 2*B*).

**Figure 2:**
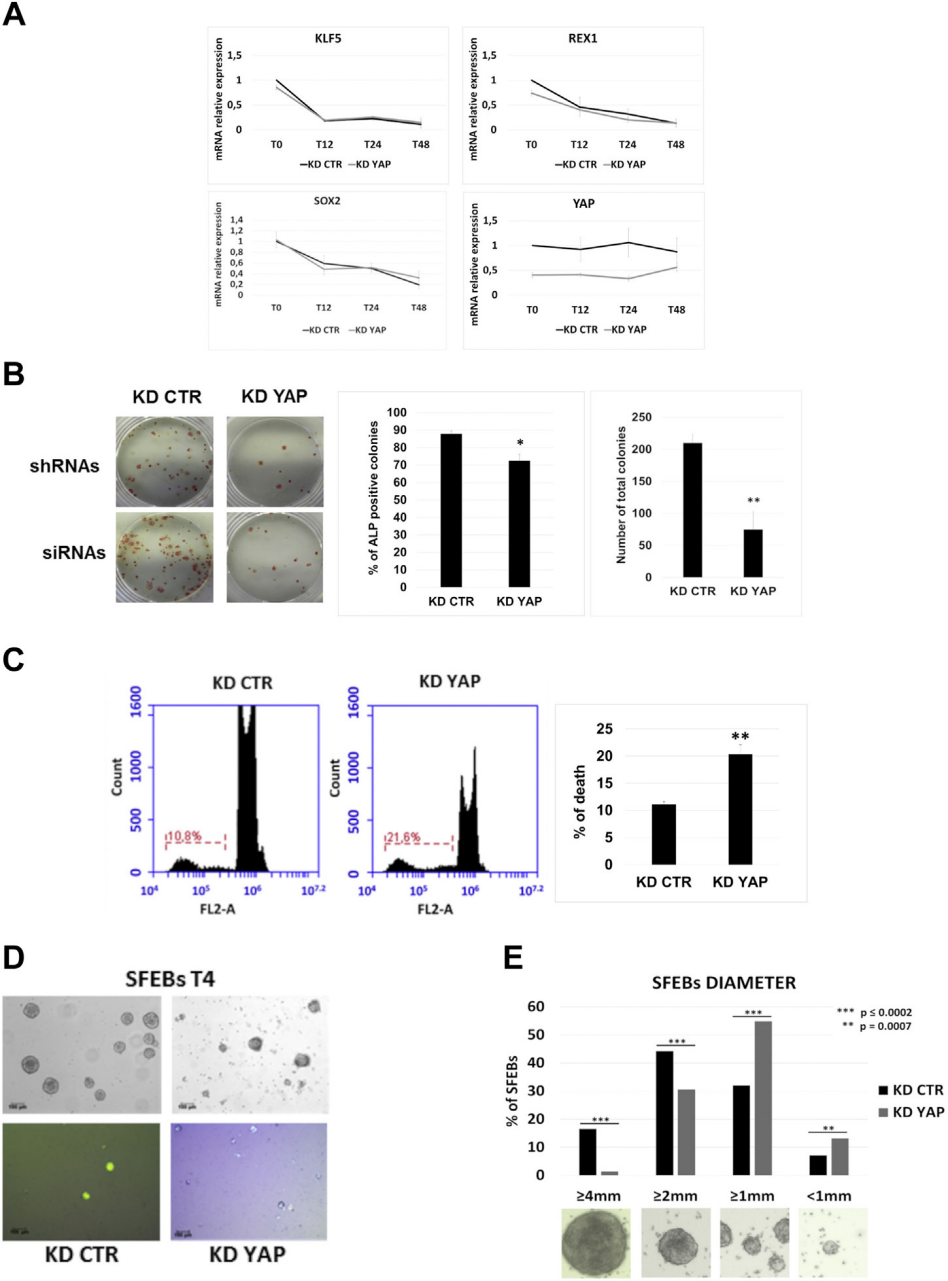
**The KD of YAP does not impair the pluripotency of ESCs but decreases cell viability.***A,* quantitative PCR analysis of stemness marker genes upon leukemia inhibitory factor withdrawal in KD YAP compared with KD CTR cells. For each data set, n = 3. Error bars indicate mean ± SEM. *B,* representative images of alkaline phosphatase (AP) staining at day 7 upon transfection of siRNAs. YAP KD causes a significant (∗∗*p* < 0.01) decrease in the number of total AP colonies, whereas the percentage of AP-positive colonies seems to be almost unaffected (∗*p* < 0.05) with respect to CTR KD cells. For each data set, n = 3. Error bars indicate mean ± SEM. *C,* representative flow cytometry histograms of gated nuclei fluorescence (propidium iodide staining) detected using the FL2 (480 nm) photodetector (FL2-A). YAP KD significantly (∗∗*p* < 0.01) increases the percentage of sub G0/G1 cell population, compared with KD CTR, n = 3. Error bars indicate mean ± SEM. *D,* representative images of KD CTR and KD YAP SFEBs tested with trypan blue exclusion assay. The scale bar represents 100 μm. *E,* statistical analyses of the dimensions of SFEBs from YAP KD compared with CTR KD cells. Diameter measurement was performed using ImageJ 1.52v software. For each data set, 300 SFEBs from each biological triplicate were analyzed. Error bars indicate mean ± SEM. CTR, control; KD, knockdown; SFEBs, serum-free embryoid bodies; YAP, Yes-associated protein.

Fluorescence-activated cell sorting (FACS) analysis showed a certain degree of cell death 48 h after YAP silencing (Fig. 2*C*) but not so high to support the possibility that the observed decreased number of AP colonies and differentiated cells were exclusively because of cell death.

To assess YAP KD cell viability during the early steps of differentiation, YAP KD cells were induced to differentiate toward neuroectodermal fate by the formation of serum-free embryoid bodies (SFEBs) (15). Trypan blue exclusion assay showed an increased number of nonvital cells among those in YAP KD SFEBs with respect to CTR KD SFEBs (Fig. 2*D*), which were probably responsible for the differences in the size of SFEBs as assessed by measuring the diameter of SFEBs (Fig. 2*E*), with YAP KD SFEBs appearing smaller than CTR KD SFEBs.

Altogether, these results suggest that transient YAP silencing in undifferentiated ESCs causes a perturbation of cellular homeostasis leading to a reduced survival of cells. The latter can in part explain the decrease in the number of total cells when they are replated to examine self-renewal or differentiation. Nevertheless, surviving cells seem to be unable to differentiate properly, suggesting that the transient downregulation of YAP stably affect the signature of selected subpopulations of surviving cells.

### Bisulfite genomic sequencing reveals a general perturbation in the methylation pattern of YAP KD cells upon differentiation

The phenotypes induced by the transient suppression of YAP are likely because of events that continue to exert their effects also after normal levels of YAP expression are restored. One possibility is that transient YAP silencing could be responsible for deregulation in genome-wide *de novo* methylation, which is known to take place upon the induction of ESC differentiation (16, 17). To explore this possibility, we analyzed by bisulfite sequencing (BS-Seq) the methylation pattern of CTR and YAP KD cell in undifferentiated ESCs (T0) *versus* cells differentiated as SFEBs (T4). First of all, we analyzed the changes in genomic DNA methylation occurring in CTR cells upon 4 days of differentiation, compared with CTR cells at T0, finding 6661 differentially methylated regions (DMRs) with a *q* value ≤0.05 (Table S1). Then, we performed the same analysis in YAP KD cell at T4 SFEBs with respect to T0, identifying 6898 DMRs (Table S1). Although the number of DMRs was similar in absolute terms between the two conditions, the transient suppression of YAP had a dramatic effect on genome methylation. As shown in Fig. 3*A*, about 30% of the 6661 DMRs observed in the differentiation of CTR cells led to a gain of methylation, compared with only 13% gain of methylation in the 6898 DMRs observed in YAP KD cells, whereas, on the other hand, most of the DMRs observed in YAP KD cells were loss of methylation (86.9% *versus* 69.8% in CTR cells), with some chromosomes particularly affected, as in the cases of chromosomes 1, 2, 3, 4, 13, and 14 (Fig. 3*B*).

**Figure 3:**
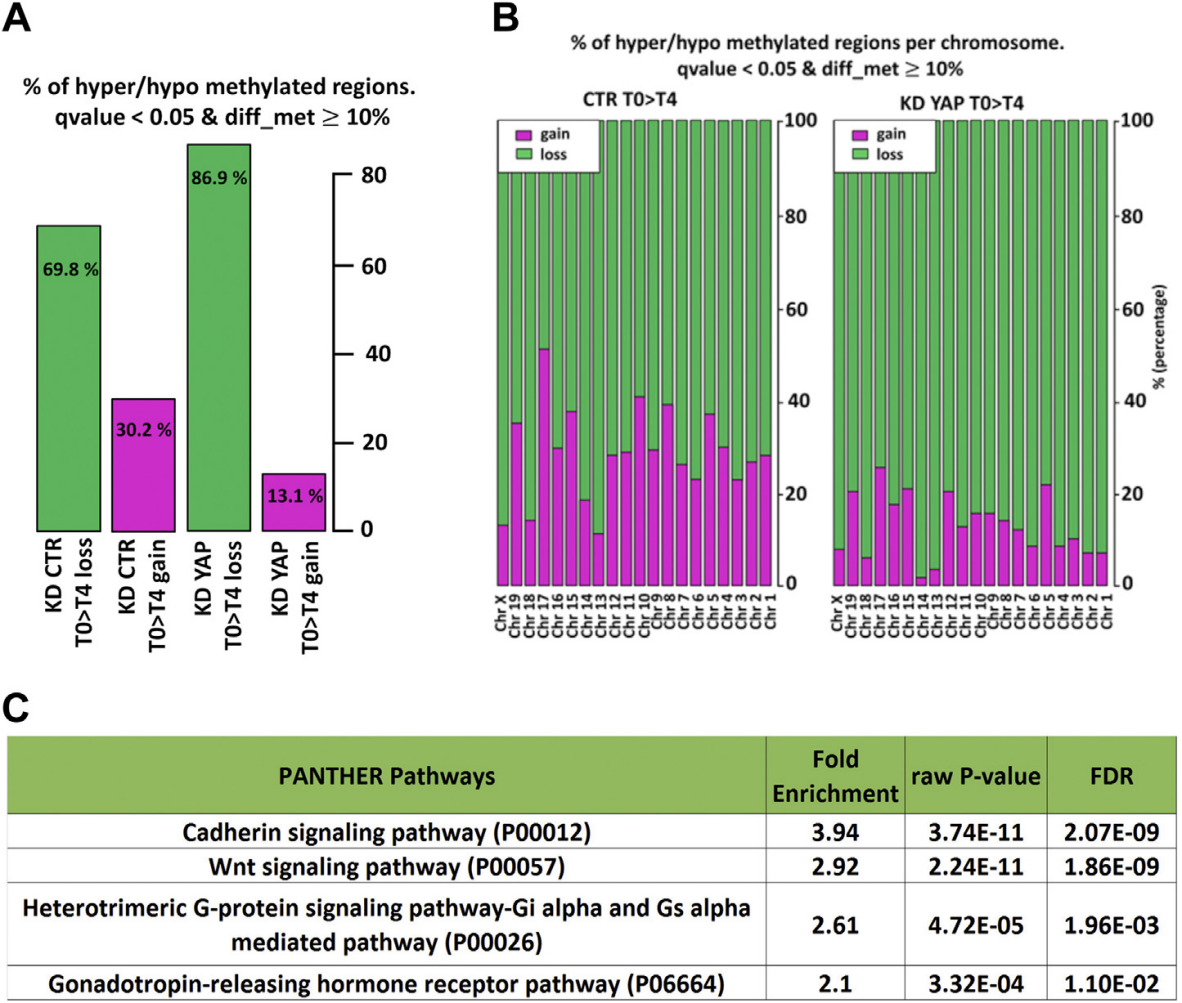
**BS-Seq revealed an imbalance in the methylation pattern of YAP KD cells.***A,* analysis of DMRs at day 4 (T4) of differentiation of serum-free embryoid bodies (SREBs) compared with undifferentiated (T0) cells. Histograms represent the percentage of global loss (*green bar*) and gain (*pink bar*) of methylated regions measured in CTR or YAP KD cells, with a *q* value cutoff of <0.05 and a differential methylation cutoff of >10%. *B,* analysis of distribution of DMRs per chromosome. Histograms represent the percentage of loss (*green bar*) and gain (*pink bar*) of methylated regions per chromosome measured in CTR KD and YAP KD cells at T4 of differentiation of SREBs. *q* Value of <0.05 and differential methylation of >10%. *C,* functional enrichment analysis for significantly over-represented pathways (false discovery rate <0.05) among genes showing a loss of methylation upon YAP KD cells at T4 of differentiation of SFEBs, according to PANTHER. CTR, control; KD, knockdown; PANTHER, protein analysis through evolutionary relationships; YAP, Yes-associated protein.

We then examined the loci showing differences between CTR and YAP KD cells and in particular the loci with differentiation-dependent loss of methylation in YAP KD cells and not in CTR cells and gain of methylation in CTR cells and not in YAP KD cells (Table S1). Considering DMRs with a *q* value of at least 0.05, there are 2325 loci where the loss of methylation was evident only in YAP KD cells and not in CTR cells and 1218 loci where, on the contrary, there is a gain of methylation in CTR cells and not in YAP KD cells. We retrieved the sets of genes closest to the DMRs and analyzed them by using the protein analysis through evolutionary relationships classification system platform for gene ontology (GO) (18). Interestingly, we observed very significant overrepresentation of the Wnt signaling pathway, and the related cadherin pathway, for those genes where the loss of methylation emerged only in YAP KD cells (Fig. 3*C*).

These data demonstrated that the transient downregulation of YAP affects the repatterning of *de novo* methylation occurring in the very early steps of the differentiation of ESCs. This might ultimately lead to the lack of appropriate governance of the epigenetic dynamics occurring at the exit from pluripotency.

### Gene expression profile of YAP KD cells reveals a signature related to *de novo* DNA methylation

Considering that the phenotype we observed is caused by a transient downregulation of YAP, we decided to look at the expression profiles of ESCs 48 h after the transfection with YAP siRNAs, when YAP reaches the minimum levels. Total RNA was isolated from three independent samples each for YAP KD and CTR KD and analyzed by RNA-Seq. As shown in Fig. 4*A*, the expression of 1196 genes was significantly deregulated in YAP KD cells (*p* < 0.005; false discovery rate <0.05), with 54% of which resulted in downregulation (Table S2). In parallel, we also analyzed the gene expression profile of ESCs transfected with a YAP-encoding vector (OE YAP) or with the empty vector (OE CTR) (Fig. 4*B*), again using three independent biological samples. In this case, 488 transcripts were found overexpressed (73%) or underexpressed (27%), as a consequence of YAP ectopic expression (Table S2 and Fig. S3).

**Figure 4:**
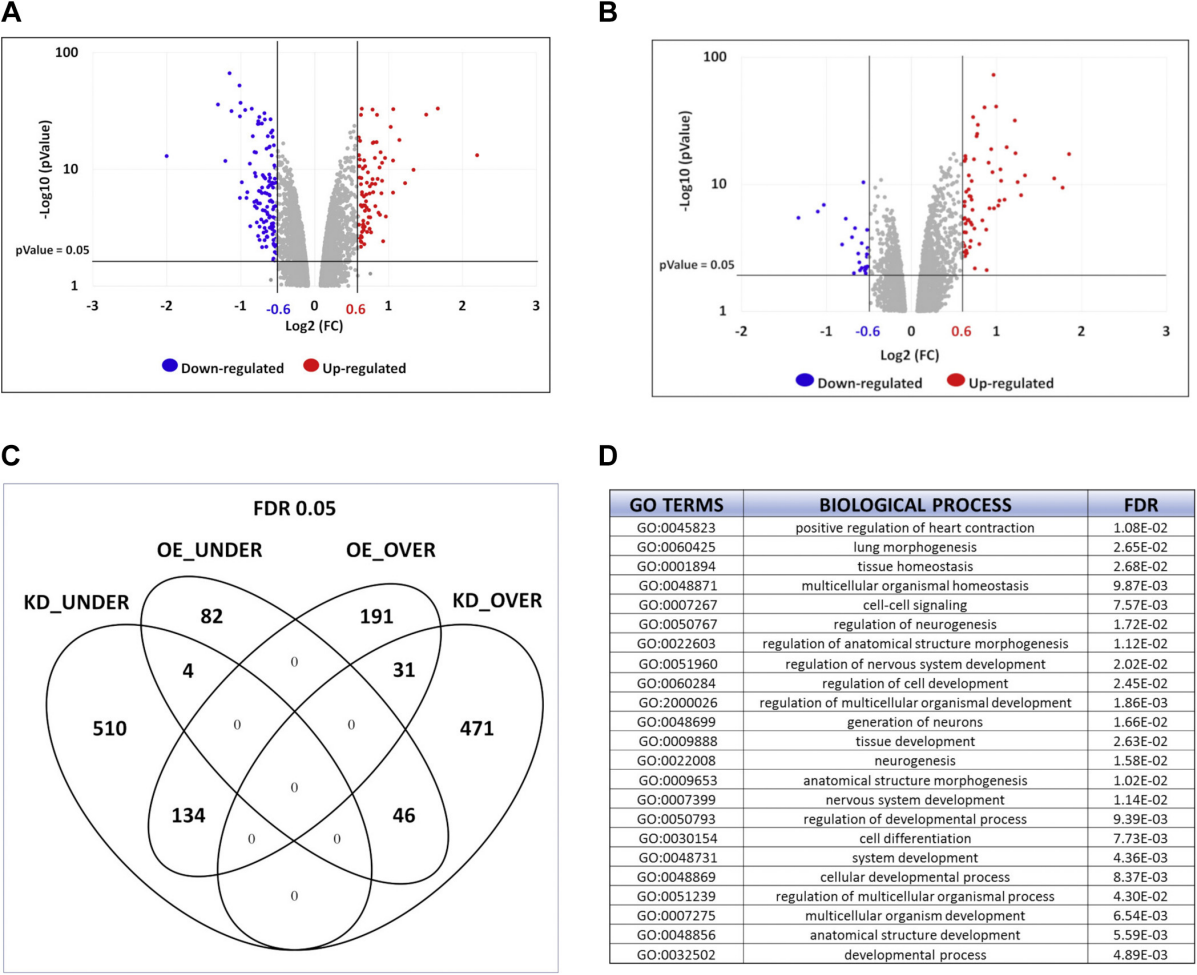
**Gene expression profile of YAP KD cells.***A,* volcano plot for differentially expressed genes (DEGs), which revealed 1196 DEGs in KD YAP cells compared with KD CTR cells. The negative log of *p* value (base 10) is plotted on the *y*-axis, and the log of the FC (base 2) is plotted on the *x*-axis. *Red* plots represent significant (*p* < 0.05) and remarkable (FC > 1.5) upregulated genes, whereas *blue* plots represent significant (*p* < 0.05) and remarkable (FC < 0.7) downregulated genes. *B,* volcano plot showing 488 DEGs in OE YAP cells compared with OE CTR. The negative log of *p* (base 10) is plotted on the *Y*-axis, and the log of the FC (base 2) is plotted on the *X*-axis. *Red* plots represent significant (*p* < 0.05) and remarkable (FC > 1.5) upregulated genes, whereas *blue* plots represent significant (*p* < 0.05) and remarkable (FC < 0.7) downregulated genes. *C,* Venn diagram showing the number of common and unique genes, upregulated (OVER) and downregulated (UNDER), in YAP KD and YAP OE cells. *D,* PANTHER functional enrichment analysis of the most deregulated genes (0.6 < FC > 1.7) in YAP KD for significantly over-represented biological process (FDR < 0.05). GO, gene ontology; KD, knockdown; OE, overexpression; PANTHER, protein analysis through evolutionary relationships.

The comparison between the KD and OE data sets showed that 215 genes were common to both sets, with 134 coherently downregulated in YAP KD cells and upregulated in YAP OE cells, and 46 showing the opposite behavior (Fig. 4*C*).

Protein analysis through evolutionary relationships analysis of the most deregulated genes (0.6 < fold change [FC] > 1.7) in YAP KD cells revealed a statistically significant enrichment (false discovery rate < 0.05) in GO terms related to development and morphogenesis (Fig. 4*D*).

Among the genes downregulated upon YAP KD and upregulated in YAP OE cells, we focused our attention on two genes that could have a role in the altered genome-wide methylation profile we observed in YAP KD cells. The first one is ephemeron (Eprn—D630045M09Rik), which encodes an lncRNA that modulates the dynamics of exit from naive pluripotency (19). Indeed, it was recently described that Eprn is expressed in undifferentiated mouse ESCs, and its rapid upregulation is crucial for transition of ESCs into Epiblast (19). Upon removal of 2i and LIF, Eprn deletion delays the extinction of ESC identity by reducing Lin28a expression, with the consequent persistence of let-7 microRNAs. In parallel, the upregulation of *de novo* methyltransferase Dnmt3a/b is delayed, which retards embryonic stem cell transition (19). Accordingly, our expression profile of YAP KD cells showed a slight but significant (*p* = 0.0042) decrease of Lin28a (Table S2). We first confirmed that, in our experimental conditions, Eprn was significantly downregulated in undifferentiated ESCs (Fig. 5*A*). We also observed that, although Eprn was induced in CTR cells 12 h after LIF removal, this induction was abolished entirely in YAP KD cells (Fig. 5*B*). In addition, the expression profiles of Lin28a and Lin28b, following LIF withdrawal, were altered in YAP KD cells, with an evident downregulation of Lin28a at T12 and Lin28b at T48. Although not statistically significant, we observed lower mRNA levels also for Dnmt3a and Dnmt3b in YAP KD cells *versus* CTR cells (Fig. 5*B*).

**Figure 5:**
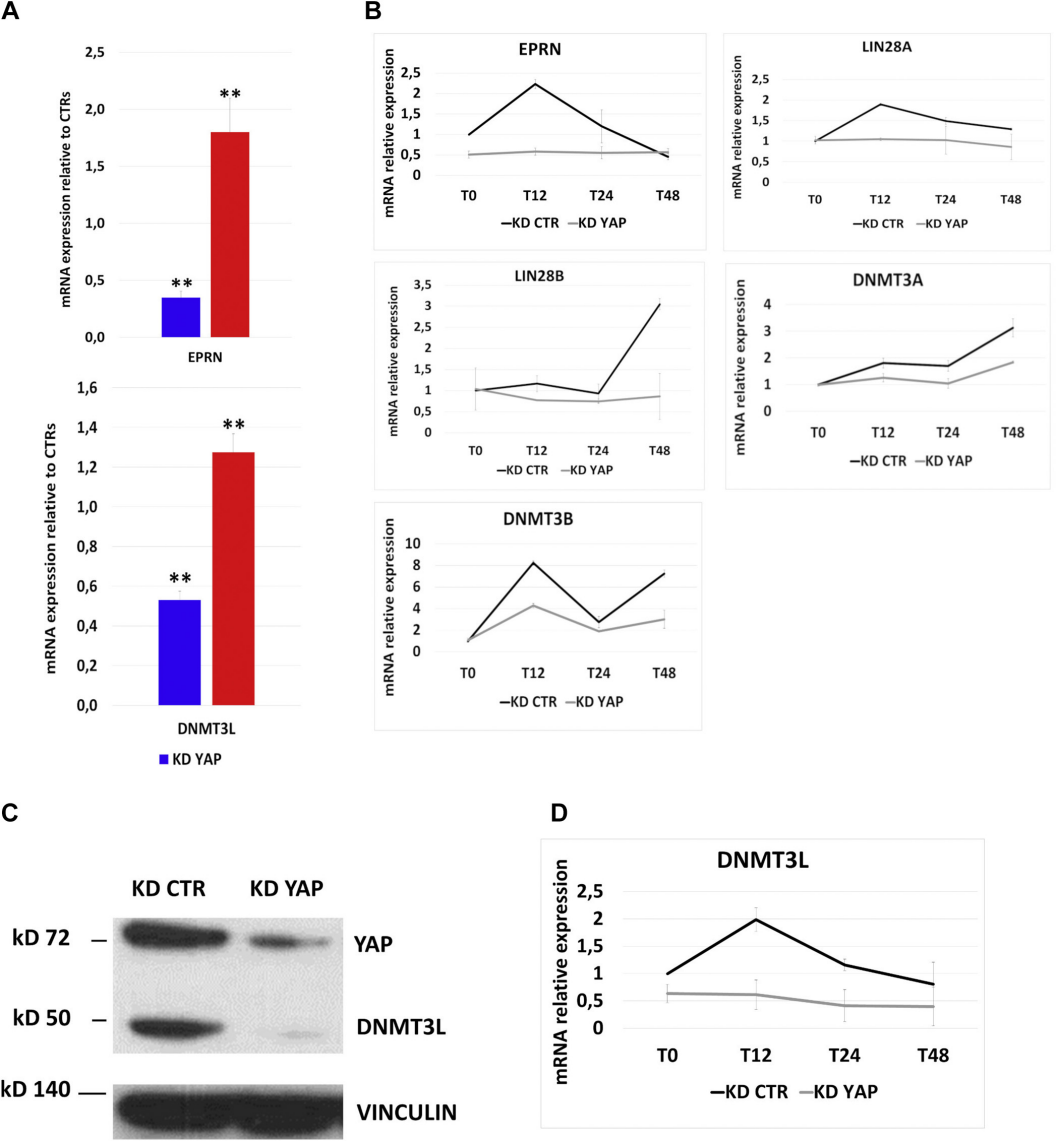
**YAP regulates Eprn and Dnmt3l gene expression.***A,* validation by qPCR analysis of Eprn and Dnmt3l expression upon YAP KD or YAP OE, with respect to CTR cells. For each data set, n = 3. Error bars indicate mean ± SEM. *B,* gene expression profile of Eprn, Lin28a, Lin28b, Dnmt3a, and Dnmt3b in YAP KD cells at different time points (T0–T12–T24–T48 h) upon leukemia inhibitory factor withdrawal. For each data set, n = 3. Error bars indicate mean ± SEM. Data are reported with respect to gene expression profile in KD CTR cells at same time of differentiation. *C,* representative Western blot showing the downregulation of Dnmt3l at protein level upon 48h of YAP KD. *D,* gene expression profile of Dnmt3l in YAP KD cells at different time points (T0–T12–T24–T48 h) upon leukemia inhibitory factor withdrawal. For each data set, n = 3. Error bars indicate mean ± SEM. Data are reported with respect to gene expression profile in KD CTR cells at same time of differentiation. CTR, control; KD, knockdown; YAP, Yes-associated protein.

Although RNA-Seq data and quantitative PCR (qPCR) assays did not show significant changes in the expression of Dnmt3a or b, we found that their activating cofactor, Dnmt3l, was downregulated upon YAP KD and upregulated in YAP OE cells. Dnmt3l encodes a protein that, although lacking enzyme activity, cooperates during the embryo development with Dnmt3a and Dnmt3b, contributing to the *de novo* DNA methylation that governs the early steps of ESC differentiation (20). Of interest, Dnmt3l is also expressed in undifferentiated ESCs (21), where it hampers the methylation of bivalent gene promoters by interacting with the polycomb repressive complex 2 (22). We confirmed by qPCR that Dnmt3l was downregulated in ESCs by YAP KD and upregulated upon YAP OE (Fig. 5*A*). Accordingly, Dnmt3l protein was significantly decreased in YAP KD cells (Fig. 5*C*).

As in the case of Eprn, the expression of Dnmt3l was induced 12 h after LIF withdrawal. However, this induction is not observed in YAP KD cells, where Dnmt3l levels remained very low during all the differentiation process (Fig. 5*D*).

### Eprn gene is a direct target of TEAD/YAP ESCs

We addressed the question of whether Dnmt3l and/or Eprn are direct targets of YAP. In the experimental conditions we explored, the fraction of ESCs where YAP is clearly present in the nucleus is relatively low (about 20%), whereas nuclear YAP is undetectable in most, if not all, cells upon the induction to differentiation (Fig. S4, *A* and *B*). Thus, most of the nuclear effects of transient YAP KD should take place in the undifferentiated cells and/or in the very early steps of differentiation. To address this point, chromatin immunoprecipitation sequencing (ChIP-Seq) experiments for YAP were run in duplicate in undifferentiated ESCs. 

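The experiment comprised 4 samples of undifferentiated E14Tg2a cells, a mouse ESC line: 2 replicates of chromatin precipitated with an antibody against YAP and 2 of input chromatin. The values given here come from the peak lists that the authors deposited for the 2 YAP replicates, and no peak list of the input was analysed here. In ChIP-Seq, DNA bound by the protein is sequenced, and places where the mapped reads (tags) pile up are called as peaks. The authors mapped the reads to mm9, weighted each alignment by the inverse of its number of hits and called peaks with MACS in each replicate on its own. The headers of both lists name no control library and a p-value cutoff of 1e-05, so each peak was scored against the local background of its own library. Replicate 1 had 27762264 tags, of which 22696949 (81.8%) were unique, and replicate 2 had 18187551 tags, of which 14965024 (82.3%) were unique. For each peak the lists give its position, its number of tags, a score (the negative log10 of the p-value, times 10) and a fold enrichment. These are the authors' values and were used only to describe, rank or filter the peaks of a list. Peaks were taken as shared when they overlapped by at least 1 bp. Tests that placed peaks at random within their chromosome used the 411 peaks of replicate 1 and the 144 of replicate 2 that lie on assembled chromosomes. Gene positions were taken from the GENCODE vM1 annotation of the same genome build.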

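The list of replicate 1 held 447 peaks with a median length of 1260 bp, and that of replicate 2 held 154 peaks with a median length of 1082.5 bp. Scores ranged from 50.01 to 1319.6 (median 68.05) in replicate 1 and from 50.07 to 1626 (median 71.8) in replicate 2, and the median fold enrichment was 8.97 and 7.615. Of the peaks of replicate 2, 66 (42.9%) overlapped a peak of replicate 1, which corresponds to 14.8% of the peaks of replicate 1. On assembled chromosomes 60 of 144 peaks of replicate 2 were shared, whereas random placements shared 0.064 peaks on average and 1 at most (permutation test, one-sided p = 0.001, the smallest that 1000 placements can give). Shared peaks had a median score of 320.1 in replicate 1 and 97.2 in replicate 2, and the peaks found in a single replicate had 62.7 and 56.9. The alternative that moved this overlap most was a score of at least 100 in both lists, which left 30 shared peaks among 43 of replicate 2. All 210 peaks with coordinates in the copy of Table S3 used here had the start and end of a peak of replicate 1 and none had those of a peak of replicate 2. Their peak numbers were the row numbers of the replicate 1 list. Without the 19 peaks on unplaced sequence of chromosome Y, a choice made after seeing the data, the replicate 1 list held 428 peaks. In the paper's Table S3, 377 of these are linked to 548 genes and 51 to none. By the GENCODE annotation, 386 of the 411 peaks of replicate 1 on assembled chromosomes had the TSS of a coding gene within 500 kb of the summit and 90 had one within 5 kb, with a median distance of 35141 bp.
The shared peak with the highest score in replicate 1 lay on chromosome 9 from 35112310 to 35113828 (mm9), outside annotated genes, with 623 tags and a score of 1319.6. In replicate 2 it had 532 tags and a score of 1459, and Table S3 links it to Cdon and Rpusd4. The next lay on chromosome 9 from 65048879 to 65050126, over a U5 snRNA gene, with 378 tags and a score of 974.9, and is linked to Igdcc3 and Parp16. A peak from 87261518 to 87263351 on chromosome 11, over a U3 snoRNA gene in Tex14, had 493 tags and a score of 735.8 and is linked to Tex14 and Gm11492. A peak on unplaced sequence had 885 tags and a score of 732.4 and no linked gene, and a peak from 3109303 to 3110809 on chromosome 12 had 356 tags and a score of 721.9 and is linked to Rab10. In the peaks on assembled chromosomes among these, between 44.1% and 74.8% of the 25-mers, which have the length of a tag, occurred once in the genome.

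**Figure D1:**
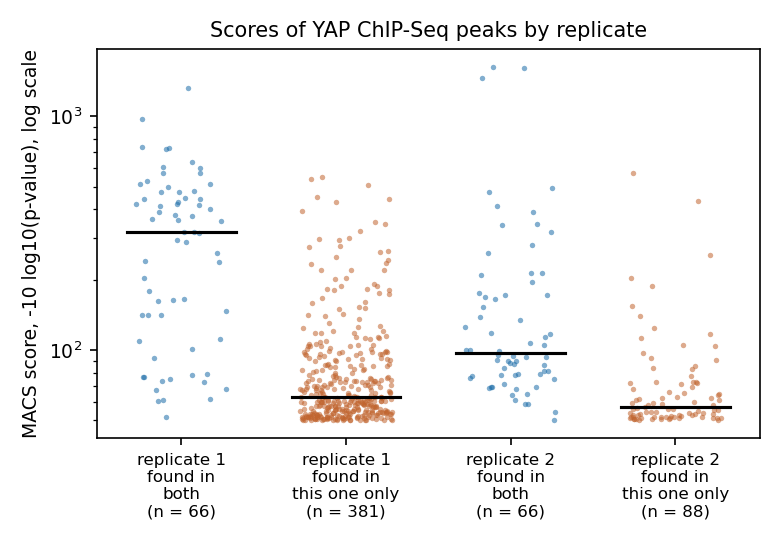
MACS scores (the negative log10 of the p-value times 10, log scale) of the peaks of each YAP replicate. Each point is a peak, bars are medians, and peaks are split by whether they overlap a peak of the other replicate (66 in both, 381 in replicate 1 only, 88 in replicate 2 only).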

We identified 428 *bona fide* peaks (Table S3) whose transcription start site is located within 500 kbps from the peaks (Fig. S5*A* and Table S3). 

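Of the 548 genes that Table S3 links to a YAP peak, 41 (7.48%) have symbols that start with Hist, which are genes of core and linker histones. They were linked to 27 peaks of replicate 1. On chromosome 13 (mm9), 22 of these peaks lay between 21826414 and 23856793 and were linked to 33 histone genes, and on chromosome 3 the other 5 lay between 96023224 and 96074345 and were linked to 8. All 41 histone genes had the linked peak within 5 kb of the TSS, and 34 within 1 kb. They were 41 of the 105 genes with a peak within 5 kb. Scores of the 27 peaks ranged from 50.43 to 220.78 (median 76.9) and fold enrichments from 3.61 to 8.80 (median 5.09). Replicate 2 had a peak at 1 of the 27 and none in the chromosome 13 interval. Histone genes are similar in sequence, and the median share of 25-mers that occur once in the genome was 77.9% in the 27 peaks. A further replicate 1 peak, over Hist4h4 on chromosome 6, was found in replicate 2 as well. Peaks were grouped along the chromosomes more than by random placement. In the merged lists, 100 of 495 peaks on assembled chromosomes had another peak within 50 kb, against 9.92 on average and 26 at most in random placements (permutation test, one-sided p = 0.001, the smallest that 1000 placements can give).

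**Figure D2:**
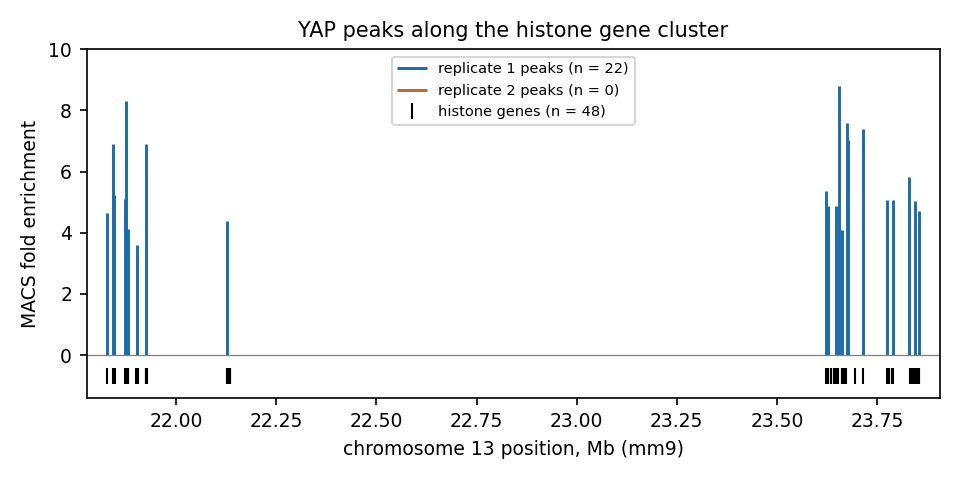
Peaks of the histone gene cluster on chromosome 13 (position in Mb, mm9). Vertical lines give the MACS fold enrichment of the 22 peaks of replicate 1, replicate 2 has none there, and the black ticks mark the 48 annotated histone genes of the interval.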

GO analysis revealed that putative target genes could be significantly clustered based on biological functions associated with epigenetic regulation of gene expression, chromatin silencing, as well as chromatin assembly and disassembly (Fig. S5*B*).

By crossing ChIP-Seq with RNA-Seq data, we found 43 putative direct targets (Fig. 6*A*), which were deregulated by YAP KD or OE and located in the proximity (500 kbps) of significant ChIP peaks. 

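Joining by symbol the 548 genes linked to a peak in Table S3 with the genes that Table S2 lists at an FDR of 0.05, 1195 in YAP KD and 488 in YAP OE, gave 43 genes. Of these, 25 were listed in YAP KD only, 5 in YAP OE only and 13 in both, where 8 were lower in KD and higher in OE and 2 the reverse. Of the 38 listed in YAP KD, 23 (60.5%) were lower and 15 higher, and of the other genes of the KD list 625 (54.0%) were lower and 532 higher, a difference of 6.51 percentage points (Fisher's exact test, two-sided p = 0.51). The distance to the peak moved the count most, and keeping only the peaks found in both lists moved it almost as much. With peaks within 5 kb, 6 genes were left, Ctgf, Gdf3, Hist1h3e, Hist2h3c1, Top3b and Wwc2. All 6 were lower in YAP KD (Fisher's exact test, two-sided p = 0.034), and none of their nearest peaks was found in replicate 2. With only the peaks found in both deposited lists, 7 genes were left, and 28.6% of them were lower (Fisher's exact test, two-sided p = 0.26). The share of deregulated genes was 5.71% (6 of 105) among genes with a peak within 5 kb and 8.35% (37 of 443) among genes farther away, which was not a significant difference (Fisher's exact test, two-sided p = 0.43).
Ctgf lies on chromosome 10 of mm9 from 24315248 to 24318489 on the plus strand. A peak of replicate 1 from 24314544 to 24316090 covered its TSS, with 61 tags, a score of 69.64 and a fold enrichment of 4.74, and the summit, at 24315193, lay upstream of the TSS in an exon of the overlapping gene Gm15270. The reference around the summit, from 24315173 to 24315213, reads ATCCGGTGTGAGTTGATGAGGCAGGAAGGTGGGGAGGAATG. The paper's log2 fold change was -0.71 in KD and 0.32 in OE. Wwc2 lies on chromosome 8 from 48911437 to 49075897 on the minus strand. A peak of replicate 1 from 49075085 to 49076863 covered its TSS, with 75 tags, a score of 62.18 and a fold enrichment of 6.09, and its summit was outside annotated genes. The reference from 49075981 to 49076021 reads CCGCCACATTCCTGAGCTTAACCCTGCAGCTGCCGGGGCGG. The paper's log2 fold change was -0.46 in KD and 0.23 in OE. Within 100 bp of each of these summits the sequence CATTCC, the core of the TEAD motif, occurs 3 times on either strand. Among the genes deregulated in both experiments, those with the largest changes in KD besides Ctgf were Rhox13 (the paper's KD log2 fold change -0.91, linked peak at 59088 bp from the TSS), Lars2 (-0.76, -13017 bp), Samd9l (0.75, 198421 bp) and Abcb1b (-0.67, 50929 bp, in an intron of the gene). Near these summits CATTCC occurs 0 times for Rhox13 and Lars2 and 1 time for Samd9l and Abcb1b. Of the 25-mers of these peaks, 43.4% (Rhox13), 60% (Lars2), 30.4% (Samd9l) and 50.3% (Abcb1b) occurred once in the genome. In the peaks at Ctgf and Wwc2 it was 100% and 99.5%. The reference at the Lars2 summit, from 123263162 to 123263202, reads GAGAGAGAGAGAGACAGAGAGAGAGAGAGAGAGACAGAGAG. Over 404 replicate 1 peaks, 10.1% had CATTCC at the summit and 10.6% at 2000 bp away (permutation test, one-sided p = 0.64). Lars2 was lower in OE as well (-1.33). A further replicate 1 peak, inside Lars2, had a score of 357 and was found in replicate 2. Cyr61 and Gadd45a, which the paper names elsewhere as YAP targets, were linked to no peak, and the nearest peaks of replicate 1 lay 2984501 and 7641909 bp from their TSS. The paper proposes these 43 genes as putative direct targets because they are both near a peak and deregulated.

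**Figure D3:**
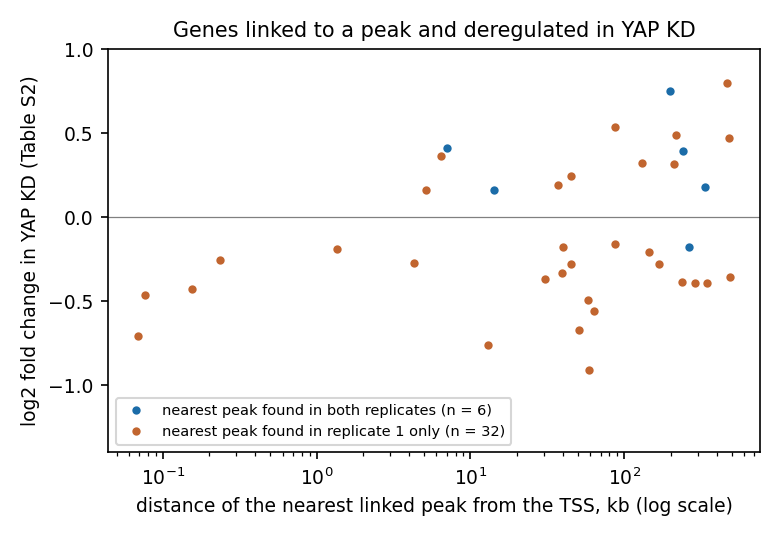
The 38 genes linked to a peak and listed in YAP KD, by the distance of the nearest linked peak from the TSS (kb, log scale) and the paper's log2 fold change in YAP KD. Each point is a gene, in blue where the peak was found in both replicates (6 genes) and in orange where it was found in replicate 1 only (32 genes).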

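Dnmt3l lies on chromosome 10 of mm9 from 77504692 to 77526367 on the plus strand. The peak nearest to its TSS in replicate 1 lay 1866750 bp away, from 79371442 to 79372656, with 36 tags and a score of 57.25, and the nearest in replicate 2 lay 5209571 bp away, from 82714263 to 82715099, with 19 tags and a score of 50.88. With a score of at least 100, the nearest peak of replicate 1 was 5744013 bp away. The GENCODE vM1 annotation does not name Eprn. In the RefSeq annotation of GRCm38.p6, used for gene order only, it lies between Mrpl36 and Lpcat1, whose facing ends in mm9 are at 73469623 and 73604645 on chromosome 13. Neither list held a peak in this interval. The nearest peak was the same place in both replicates, 3972879 bp away in replicate 1 (77577524 to 77578953, 146 tags, score 289.67) and 3972922 bp away in replicate 2 (77577567 to 77578956, 76 tags, score 134.29).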

Neither *Dnmt3l* nor *Eprn* genes showed significant peaks in the proximity of their transcription start site. However, relaxing the stringency threshold, we identified a peak in the second intron of *Eprn* gene (Fig. S6*A*).

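The deposited lists go down to a score of 50.01 in replicate 1 and 50.07 in replicate 2, where the cutoff lies, and the smallest number of tags in a peak was 18 and 15. Peaks called at a relaxed threshold were not analysed here.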

**Figure 6:**
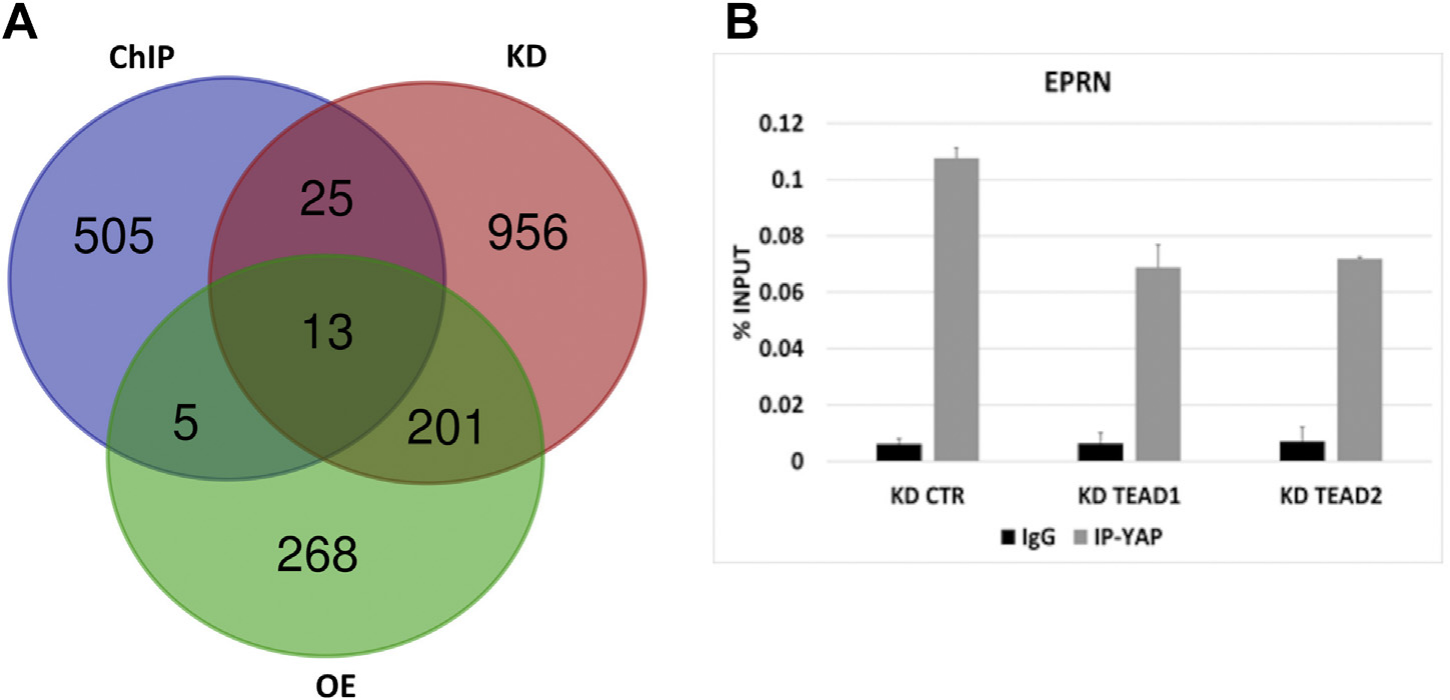
**Eprn is a direct target of YAP/TEAD2.***A,* Venn diagram showing the number of common and unique genes among YAP KD, YAP OE, and YAP ChIP-Seq. *B,* ChIP-qPCR for YAP on Eprn locus in KD CTR, KD TEAD1, and KD TEAD2 cells. Data are shown as percent of precipitated DNA, calculated relative to the total input chromatin, and expressed as the fold enrichment relative to total input. Averaged numbers from biological duplicates were used for statistics. CTR, control; EPRN, ephemeron; KD, knockdown; TEAD, transcriptional enhanced associate domain; YAP, Yes-associated protein.

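Table S4 lists 154 regions shared by published TEAD peaks and the YAP peaks. All 154 lay within deposited peaks, and since up to 4 fell within one peak, they touched 106 of the 535 peaks of the merged lists (19.8%). All 106 were touched in the replicate 1 list of 447 peaks, and 38 of the 154 peaks of replicate 2 were touched, among which were 38 of the 66 shared peaks. When the summit had to lie inside a TEAD region, 64 merged peaks were left. Within replicate 1, peaks at TEAD regions had a median fold enrichment of 7.245 (n = 106) and the other peaks of 9.43 (n = 341), a difference of -2.185 (permutation test, two-sided p = 0.00012). The score went the other way, with a median higher by 30.1 at TEAD regions (permutation test, two-sided p = 1e-05, the smallest that 100000 resamples can give). TEAD regions touched 30 of the 53 replicate 1 peaks over snRNA or snoRNA genes, 24 of the 28 over histone genes, 35 of the 134 over other genes and 17 of the 196 outside genes.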

About 154 of 428 peaks from our data correspond to TEAD peaks present in published ChIP-Seq collections (23) (Table S4), thus we decided to examine whether TEAD transcription factors could interact with YAP in the direct binding to the *Epnr* gene by ChIP assay, upon silencing of either TEAD1 or TEAD2 (Fig. S5*C*). As shown in Fig. 6*B*, we confirmed the binding of YAP to the peak in the second intron of *Eprn* gene. Moreover, the comparison between the amount of DNA immunoprecipitated in TEADs KD samples with respect to CTR KD revealed that this binding was TEAD dependent. The interaction between YAP and TEADs was confirmed also for a subset of selected peaks from our ChIP-Seq (Fig. S6*B*).

### Dnmt3l and Eprn transient KD affect the differentiation of ESCs

In order to define the contribution of Dnmt3l and Eprn to the phenotype induced by YAP downregulation, α1T–GFP cells were transiently transfected with siRNAs producing a robust suppression of YAP, Dnmt3l, or Eprn expression (Fig. S7*A*). Two independent siRNAs for each target gene were used. Then, 48 h after transfection, KD cells were induced to differentiate toward the neuroectodermal fate. As shown in Fig. 7*A*, both Dnmt3l and Eprn transient suppression lead to a phenotype similar to that induced by YAP downregulation, indeed showing decreased number of cells expressing β3-tubulin at final stage of differentiation. Accordingly, the expression profile of late neural marker genes also confirmed that the downregulation of Dnmt3l or Eprn expression severely affects neuroectodermal differentiation (Fig. 7*B*).

**Figure 7:**
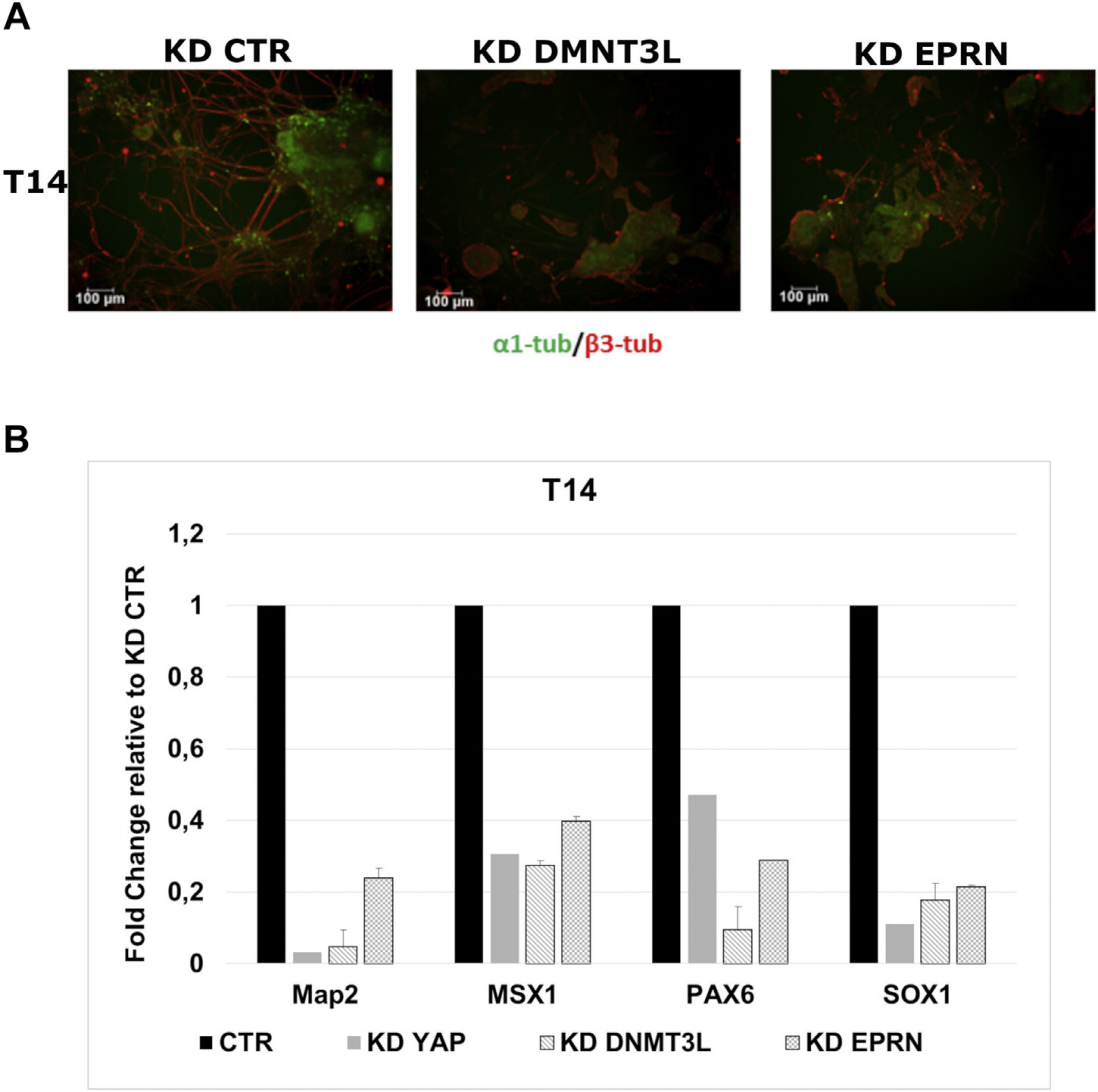
**Eprn and Dnmt3l KD affect the differentiation of ESCs.***A,* α1T–GFP stable cell line transfected with Stealth siRNA to silence YAP (KD YAP), DNMT3L (KD DNMT3L), or EPRN (KD EPRN) expression showed a decrease in neuroectodermal differentiation with respect to KD control cells. Representative immunostaining of neural marker β3-tubulin (*red*) in α1T–GFP (*green*) cells at final stage (T14) of differentiation are shown. The scale bar represents 100 μm. *B,* quantitative PCR analysis of neuronal marker gene expression upon differentiation of KD cells. Data are shown as fold changes with respect to KD CTR cells. For each data set, n = 2. Error bars indicate mean ± SEM. CTR, control; EPRN, ephemeron; KD, knockdown; YAP, Yes-associated protein.

To explore the possibility that the forced expression of a single YAP target could be sufficient to rescue the YAP KD phenotype, we cloned the coding sequence of mouse *Dnmt3l* gene into the pCAG-3xflag vector (13) in order to overexpress the methyltransferase in YAP KD α1T–GFP cells (Fig. S7*A*). About 48 h after transfection, cells were seeded in neuroectodermal differentiation conditions to investigate the effects of Dnmt3l overexpression on neuroectodermal differentiation ether in CTR KD or YAP KD cells. By the evaluation of β3-tubulin–expressing cells at final stage of differentiation, we found that no significant recovery of differentiation functions affected by YAP KD could be obtained by the sole forced expression of Dnmt3L (Fig. S7*B*). Accordingly, no difference was observed in the expression profile of late marker genes in YAP KD cells, with or without Dnmt3l overexpression (Fig. S7*C*).

## Discussion

Here we show results indicating that YAP is required in ESCs to allow them to undergo the epigenetic changes that are necessary for the exit from the undifferentiated state. Indeed, we observed that transient downregulation of YAP affects the changes in the DNA methylation pattern between undifferentiated and differentiated mouse ESCs. This phenotype is characterized by a significant increase in the proportion of regions where methylation is lost and a concomitant decrease in the proportion of regions where *de novo* methylation occurs. In particular, we observed that there are many loci that, upon the exit from pluripotency state, were significantly losing DNA methylation only in YAP KD cells, and that, on the other hand, there are numerous loci where a gain of methylation was only observed in CTR cells. These observations support the conclusion that transient suppression of YAP in ESCs leads to a dysregulation of DNA methylation in terms of both a defect in *de novo* methylation and an excess of demethylation. These phenomena appear to be rather specific because of the very high degree of inappropriate demethylation or lack of *de novo* methylation at specific loci. This observation is further supported by the overrepresentation of genes involved in the Wnt signaling pathway associated with the DMRs. It is worth noting that we observed that more than 20% of genes whose expression is modified as a consequence of transient YAP KD are also putative direct targets of Tcf3 (24). The crosstalk between YAP/TAZ and the Wnt pathway was reported several years ago (25). Indeed, YAP/TAZ regulate, in a transcription-independent fashion, the Wnt pathway by favoring the degradation of β-catenin (7). Our observations point to a possible second YAP-dependent mechanism to regulate the Wnt signaling, based on the methylation, and in turn suppression, of several Wnt-related genes. On the basis of our results, it cannot be excluded that TAZ could contribute to the YAP-dependent mechanisms.

By analyzing the expression profile of ESCs where YAP was transiently downregulated, we realized that this phenotype could be, at least in part, explained by the YAP KD–dependent downregulation of Dnmt3l and lncRNA Eprn. Dnmt3l is similar to the two *de novo* DNA methyltransferases Dnmt3a and Dnmt3b, but it lacks the catalytic activity (26). Numerous results indicated that this protein could function as an accessory factor to Dnmt3a and Dnmt3b. Indeed, it interacts with the catalytically competent methyltransferases, increases their activity at least *in vitro* (27), and stabilizes them as in the case of the Dnmt3a2 isoform (21). Dnmt3l interaction with Dnmt3a was characterized by analyzing the crystal structure of the complex confirming the formation of a tetramer including two Dnmt3l subunits, each interacting with Dnmt3a through their C-terminal domains (28). This structure is compatible with the binding of the N-terminal ATRX-Dnmt3-Dnmt3L domain of Dnmt3l with unmethylated lysine 4 of histone H3, which could favor the targeting of catalytically competent methyltransferases to specific chromatin domains (29). Furthermore, Dnmt3l also interacts with Ezr2, a subunit of the polycomb complex polycomb repressive complex 2, and this results in the protection of bivalent gene promoters from *de novo* methylation by Dnmt3a and Dnmt3b, thus keeping them competent for the following activation as part of specific differentiation programs (22). Although Dnmt3l KO mice have no defects at birth, they are sterile showing a clear germ line phenotype, thus indicating that Dnmt3l could be necessary for Dnmt3a-dependent methylation in gametogenesis (21). However, Dnmt3a deficiency is accompanied by undermethylation of DNA in the early steps of embryo development (21, 22, 23, 24, 25, 26, 27, 28, 29, 30, 31). Our results clearly indicate that Dnmt3l downregulation induced a phenotype similar to that observed in YAP KD cells. However, its OE in YAP KD cells failed to rescue the normal phenotype, thus indicating that there are other genes, whose expression is affected by YAP transient downregulation that contribute to the genesis of the observed phenotype.

Another gene whose behavior was altered in YAP KD cells is that transcribing for Eprn, a mouse-specific lncRNA. It was observed that Eprn is transiently upregulated upon the exit of ESCs from naive pluripotency and its suppression, by either gene KO or RNAi, was accompanied by a delayed downregulation of pluripotency-associated genes (19). One of the phenotypes found in Eprn KO cells is reduced methylation at the Nanog gene promoter, which mimics the decreased methylation observed in *Dnmt3a/b* gene KO cells (19). Thus, on the basis of our results, it is possible that in YAP KD ESCs, the decreased basal levels of Eprn and the absence of any Epnr induction upon ESC differentiation (Fig. 5*B*) have a negative effect upon the *de novo* genome methylation. Mammalian genomes produce thousands of lncRNAs, but their functions are in most cases still not definitively addressed. Numerous lncRNAs have regulatory roles in ESC (32), and many of them have a role in the regulation of the Hippo pathway (33). Less is known about the possible regulation of lncRNA gene expression by the Hippo pathway.

Although we demonstrated that the transcription of *Eprn* gene is under the control of YAP, which binds to a *cis* element is the second intron of the gene and that this binding is dependent on TEAD1/2, the mechanisms through which YAP downregulation causes a decrease of Dnmt3l could be indirect. 

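The 447 peaks of replicate 1 covered 664944 bp and held 49571 tags, which were 0.218% of its unique tags (95% Wilson confidence interval 0.216% to 0.220%), or 74.5 tags per kb of peak. The 154 peaks of replicate 2 covered 203090 bp and held 16767 tags, which were 0.112% of its unique tags (95% Wilson confidence interval 0.110% to 0.114%), or 82.6 tags per kb. These intervals cover counting error only, and each share depends on how many peaks were called in its replicate. The peak with the most tags in replicate 2 held 3311, or 0.0221% of its unique tags, and was not found in replicate 1. In replicate 1 the peak with the most tags, on chromosome 2, held 1962, and 28.6% of its 25-mers occurred once in the genome. Its counterpart in replicate 2 held 1381, with 34.1%. The shares therefore cannot be read as YAP binding alone. With a score of at least 100, 125 peaks of replicate 1 and 43 of replicate 2 were left.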

The ChIP-Seq of YAP in undifferentiated ESCs showed a relatively small number of significant peaks, likely because of the relatively small fraction of undifferentiated ESCs where YAP is robustly expressed in the nucleus. As expected, we found numerous deregulated genes of well-known YAP direct targets, such as Cyr61, GADD45a, Wwc2 (for a complete list, see Table S2). Our ChIP-Seq assays did not show any evidence of binding of YAP in the proximity of *Dnmt3l* gene, so it is conceivable that its downregulation in YAP KD depends on an indirect mechanism, acting either at mRNA level and/or at protein level. TargetScan (34) did not find any conserved miRNA binding sites in the 3'UTR of Dnmt3l, but of course this does not exclude the possibility that Dnmt3l suppression was dependent on a miRNA-dependent mechanism.

## Experimental procedures

### Cell culture and transfection

E14Tg2a (BayGenomics) mouse ESCs were maintained on feeder-free and gelatin-coated plates in the following ESC medium: Glasgow minimum essential medium (Sigma) supplemented with 2 mM glutamine, 1 mM sodium pyruvate, 1× nonessential amino acids (all from Thermo Fisher Scientific), 0.1 mM β-mercaptoethanol (Sigma), 10% fetal bovine serum (HyClone Laboratories), and 10^3^ U/ml LIF (Merck).

Generation and culture of the α1tub–GFP and Mlc2v–GFP cell lines have been described previously (13, 14).

The pCAG–mYAP vector was generated by cloning the coding sequence of wt mouse YAP (from bac clone no.: MR226049-Origene) into the pCAG vector (13).

The pCAG-3xflag-mDnmt3L was generated by cloning the coding sequence of wt mouse DNMT3L (from pMX-Dnmt3l vector—Addgene) into the pCAG-3xflag vector (13). Transfections of siRNAs, shRNAs, pCAG-mYAP, and pCAG-3xflag-Dnmt3L plasmids were performed using Lipofectamine 2000 (Thermo Fisher Scientific) following the manufacturer's instructions. shRNAs form mouse pSM2 retroviral shRNAmir library (Open Biosystems) were as follows: 5'-TGC TGT TGA CAG TGA GCG AGC AGA CAG ATT CCT TTG TTA ATA GTG AAG CCA CAG ATG TAT TAA CAA AGG AAT CTG TCT GCG TGC CTA CTG CCT CGG A-3' for YAP KD; 5'-TGC TGT TGA CAG TGA GCG CTC GCT TGG GCG AGA GTA ATA GTG AAG CCA CAG ATG TAT TAC TCT CGC CCA AG CGA GTT GCG TGC CTA CTG CCT CGG A-3' for CONTROL (nonsilencing) KD.

Stealth siRNAs (Thermo Fisher Scientific; catalog no./ID: 1320001) were as follows: MSS238823 and MSS238824 for YAP; MSS211217 and MSS211218 for TEAD1; MSS278118 and MSS278119 for TEAD2; as well as MSS244161 and MSS285157 for DNMT3L. FlexiTube siRNAs (Qiagen; catalog no./ID: 1027417) for EPRN KD were as follows: SI05681977 and SI05681984. Stealth siRNA Negative Control Med GC Duplex (Thermo Fisher Scientific; catalog no./ID: 12935112 and 12935113) was used for negative controls.

### AP staining as well as neuroectodermal and mesodermal differentiation

For AP staining, ESCs were cultured at clonal density (30 cells/cm^2^). Cells were fixed in 10% cold neutral formalin buffer (10% formalin, 110 mM Na_2_HPO_4_, and 30 mM NaH_2_PO_4_ H_2_O) for 15 min and then rinsed in distilled water for 15 min. The staining was obtained by incubation for 45 min at room temperature with the following staining solution: 0.1 M Tris·HCl, 0.01% naphthol AS MX-PO4 (Sigma), 0.4% *N*,*N*-dimethylformamide (Sigma), 0.06% red violet LB salt (Sigma).

For neuroectodermal differentiation, ESCs were induced to differentiate either in monolayer (13), by placing 3 × 10^3^ ESCs per square centimeter in cell gelatin-coated cell culture plates, or by formation of SFEBs (15), by placing 1 × 10^6^ ESCs in 100 mm petri dishes, in the following differentiation medium: Glasgow minimum essential medium supplemented with 2 mM glutamine, 1 mM sodium pyruvate, 1× nonessential amino acids, 0.1 mM β-mercaptoethanol, and 10% KO serum replacement (Thermo Fisher Scientific). SFEBs indicate aggregates at 4 days (T4) of ESC differentiation unless noted otherwise.

ESC differentiation into mesoderm was induced by formation of embryoid bodies and has been described previously (15).

### RNA isolation, reverse transcription, and qPCR

qPCR has been previously described (35). In brief, total RNA was extracted by TriSure (Bioline), and first-strand complementary DNA was synthesized using Mu-MLV RT (New England BioLabs) according to the manufacturer's instructions. qPCR was carried out with the QuantStudio 7 Flex (Thermo Fisher Scientific) using Fast SYBR Green PCR Master Mix (Thermo Fisher Scientific). The housekeeping actin mRNA was used as an internal standard for normalization. Gene-specific primers used for amplification are listed in Table S5. qPCR data are presented as FCs relative to the indicated reference sample. mRNA expression levels were analyzed performing a comparative analysis using 2^−ΔΔCt^.

### Antibodies and Western blot analysis

Undifferentiated and differentiated ESCs were lysed in radioimmunoprecipitation assay buffer containing 150 mM sodium chloride, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris, pH 8.0, and protease inhibitor cocktail (Sigma–Aldrich), and analyzed by Western blot. The following primary antibodies were used: rabbit anti-Yap (1:1000; D8H1X; Cell Signaling Technology), rabbit anti-Dnmt3l (1:1000; E1Y7Q; Cell Signaling Technology), mouse anti-Vinculin (1:1000; G11; Santa Cruz Biotechnology), and mouse anti-Flag (1:2000; Sigma). Western blots were developed with an ECL system (BioRad) using the following horseradish peroxidase–conjugated antibodies: anti-rabbit IgG (1:10,000), antimouse IgG (1:5000; both from Amersham Pharmacia Biotech).

### FACS analysis

Analysis of DNA content by propidium iodide incorporation to evaluate cell death was performed in permeabilized cells by flow cytometry. ESCs were dissociated and collected, washed in PBS, and resuspended in a solution containing 0.1% sodium citrate w/v, 0.1% TritonX-100 v/v, and 50 mg/ml propidium iodide (Sigma). After incubation at 4 °C for 30 min in the dark, cell nuclei were analyzed with a FACS Accuri C6 (Becton Dickinson). Cellular debris was excluded from the analysis by raising the forward scatter threshold, the DNA content of the nuclei was registered on a logarithmic scale, and the percentage of the elements in the hypodiploid region was calculated.

### Immunostaining and microscopy

For immunofluorescence analysis, ESCs were fixed, permeabilized, and incubated with primary antibodies and an appropriate secondary antibody (13). Nuclei were counterstained with 4',6-diamidino-2-phenylindole (1:5000; Calbiochem). Sectioned SFEBs were obtained and stained as previously described (15). The following primary antibodies were used: anti-Yap (1:300; NB110-58358; Novus Biological) and anti-βIII tubulin (1:400; Sigma). Alexa Fluor 594 or 488 secondary antibodies were used (1:400; Thermo Fisher Scientific). Cells were visualized using an inverted microscope (Leica Microsystems), and the images were captured with a digital camera (DFC365 FX; Leica Microsystems) using LAS-AF software (Leica Microsystems).

Confocal images were acquired with LSM510META microscope (Carl Zeiss GmbH) using LSM510 software (Zeiss). After acquisition, the images were color corrected using the brightness, contrast, and color-balance commands applied to every pixel in each image.

### RNA-Seq and analysis

Total RNAs from three independent samples each for YAP KD, CTR KD, YAP OE and CTR OE were extracted by TriSure (Bioline) and subjected to high-throughput sequencing with Illumina Genome Analyzer platform (Illumina). Reads have been mapped using STAR (36) on the mm10 reference genome using standard parameters. The RefSeq curated transcripts annotation downloaded from the University of California Santa Cruz (UCSC) Genome Browser database (37) was used as a reference to quantify expression through RSEM (38). Differential expression analysis was carried out using the edgeR package (39).

### Chromatin immunoprecipitation

For ChIP-Seq analysis, ESCs were crosslinked with 1% formaldehyde for 10 min at room temperature, and formaldehyde was then inactivated by the addition of 125 mM glycine. Cells were lysed, and the chromatin was sonicated to an average DNA fragment length of 200 to 500 bp. Soluble chromatin extracts were immunoprecipitated using the rabbit polyclonal anti-Yap (NB110-58358; Novus Biological) or rabbit IgG (Abcam) as control. ChIP-Seq library preparation was obtained by using the TruSeq ChIP Sample Prep Kit (Illumina) Then samples from two independent experiments were subjected to high-throughput sequencing with Illumina Genome Analyzer platform (Illumina). ChIP-Seq data were processed by Galaxy tools (40). Briefly, reads were mapped against the *Mus musculus* genome (UCSC, mm9) using bowtie software (version 0.9.9.1) with parameters -v 2 -a -m 100, tracking up to 100 best alignment positions per read and allowing at most two mismatches. Each alignment was weighted by the inverse of the number of hits. All quantifications were based on weighted alignments. Clusters of ChIP-Seq read alignments were identified employing MACS software (version 1.3.7.1). For ChIP-qPCR, samples were prepared as previously described (41). Supernatant obtained without antibody was used as an input control. qPCR analyses were performed by using the QuantStudio 7 Flex (Thermo Fisher Scientific) and Fast SYBR Green PCR Master Mix (Thermo Fisher Scientific). Primers used for ChIP–qPCR are listed in Table S5. The amount of precipitated DNA was calculated relative to the total input chromatin and expressed as the fold enrichment relative to total input according to the following formula: fold enrichment = 2{Delta}Ct × 10, where {Delta}Ct = Ct(input) − Ct(immunoprecipitation), where Ct refers to cycle threshold.

### BS-Seq and analysis

Genomic DNA from two independent experiments each for YAP KD T0, YAP KD T4, CTR KD T0, and CTR KD T4 was extracted and purified by QIAamp DNA Kit (QIAGEN) according to the manufacturer's instructions. Reads have been quality trimmed using Trim Galore 0.6.5 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Trimmed reads have been mapped on the mm9 reference genome (after *in silico* bisulphite conversion) using the BS-Seq alignment function of Bismark (42) with default options. Calling of methylated cytosines has been made using the methylation extractor utility of Bismark. DMRs have been identified by means of the methylKit R package (43) using a tiling window of length 250 bp and step 125 bp. The window size was set to 250 bp because this value is close to the median length (240 bp) of the SureSelectXT Methyl-Seq Target Enrichment regions. Positions covered by less than six reads were excluded from the analysis. DMRs have been annotated using the genomation R package (44) on the mm9 RefSeq gene annotation downloaded from the UCSC Genome Browser database (38).

### Statistical analysis

The number of biological replicates of each experiment is indicated in the legends to the figures. The means of at least two independent experiments were used to calculate SEM or SD and to perform statistical analysis (when appropriate). All *p* values were calculated by Student's *t* test, using a two-tailed test and paired samples.

## Data availability

All sequencing data have been deposited in the public repository Gene Expression Omnibus database (GSE157707).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

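YAP ChIP-Seq of undifferentiated E14Tg2a ESCs was run with 2 replicates of anti-YAP chromatin and 2 of input. The deposited files used here are the peak lists of the 2 YAP replicates. No file of the input was analysed here.

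The authors mapped the reads to mm9 with bowtie, allowing up to 100 positions per read and weighting each alignment by the inverse of its number of hits, and called peaks with MACS in Galaxy. The headers of the deposited lists state a p-value cutoff of 1e-05, a tag size of 25, a band width of 300, a model fold of 25, an effective genome size of 2.70e+09 and no control library, and the replicates were not pooled. The number of tags in each peak is a count that the authors deposited without scaling to library size. The score that the authors deposited is the −log10 of the p-value of the peak multiplied by 10. The fold enrichment that the authors deposited is the ratio of the tags at a peak to the local background of the same library. Peak length and summit are positions in bp that the authors deposited. A score or fold enrichment was used only within its own list.

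Replicate 1 had 22696949 unique tags and replicate 2 had 14965024. Shares of tags are given with 95% Wilson confidence intervals, which cover counting error only. With 1 library per replicate and 2 replicates in all, the difference between the replicates is the only measure of replicate error.

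From these lists, peaks were matched by overlap of at least 1 bp, and the lists were merged by joining overlapping peaks. Peaks were placed at random within their chromosome 1000 times, keeping their lengths, to test the overlap of the replicates, the grouping of peaks within 50 kb and the number of peaks at snRNA and snoRNA genes (one-sided). Peaks on unplaced sequence were left out of these placements, since the reference has no such sequence under those names. Medians or means of groups of peaks were compared with permutation tests of 100000 resamples, two-sided. Counts of genes were compared with Fisher's exact test, two-sided. The sequence of the NCBIM37 assembly, which is mm9, gave the share of 25-mers of each peak that occur once in the genome, the GC content and the windows of 100 bp on each side of the summit, in which the TEAD motif CATTCC was searched on both strands and compared with windows 2000 bp away by permuting windows within each peak (one-sided), with the reversed motif CCTTAC as a control. Benjamini-Hochberg adjustment covered the 8 motif tests. Genes were taken from the GENCODE vM1 annotation, which has 2975 snRNA and snoRNA genes, and the paper's lists from Tables S2, S3 and S4. Genes were joined by symbol. The links between peaks and genes are those of Table S3, and peak numbers were carried to the replicate 1 list because the row number equals the peak number for all 210 peaks with coordinates in the copy used here. The RefSeq annotation of GRCm38.p6 was used only for the neighbours of Eprn.

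The genes named in the text are those the paper names in its ChIP-Seq text, the 5 genes with the largest absolute log2 fold change in YAP KD among those linked to a peak and deregulated in both YAP KD and OE, and the genes linked to the 5 shared peaks with the highest score. Gdf3, Hist1h3e, Hist2h3c1, Hist4h4, Top3b and AY036118 were named after their values were seen.

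The alternatives tried were a score of at least 100, a fold enrichment of at least 5, other definitions of overlap, other distances to genes, an FDR of 0.01, and leaving out each replicate. One was added after seeing the data, which left out the peaks on unplaced sequence of chromosome Y.

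Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used. The functions were tested on simulated data. In 50 sets of unrelated peak lists the placement test gave a p-value under 0.05 in 1, and in 50 sets with 20 planted shared peaks it did so in 50 and recovered all 20. The permutation test gave a p-value under 0.05 in 10 of 200 sets of equal groups and in 200 of 200 sets of groups 1 SD apart, and the motif test in 5 of 100 sets without and 100 of 100 sets with planted motifs.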

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

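The tests of random placement, of local bias and of the sequence of peaks found only in replicate 2, with both of its limits, were chosen only after the result was seen, as were the comparison of near-identical copies with the other shared peaks and the grouping of snRNA, snoRNA and histone genes.

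Peaks over snRNA and snoRNA genes, which the paper does not discuss, numbered 53 in replicate 1 and 23 in replicate 2, each with more than the 3 tags taken as the smallest signal. All 23 of replicate 2 were among the shared peaks. Of the 60 shared peaks on assembled chromosomes, 23 lay over such genes, against 0.128 on average in random placements (permutation test, one-sided p = 0.00100, the smallest that 1000 placements can give), so random placement did not account for them. Many of these genes have near-identical copies, and reads of one copy can be placed at others by the weighting of alignments. Of the 23 shared peaks, 5 (21.7%) had at least 90% of 25-mers that occur once in the genome, fewer than the number set in advance for this explanation to be ruled out. The other shared peaks were no more unique, with 6 of 37 (16.2%) above that share, and the median share of unique 25-mers was 81.9% over snRNA and snoRNA genes and 61.9% in the other shared peaks. Reads of near-identical copies may therefore contribute. The comparison with the other shared peaks cannot argue against this. The share covers whole peaks, and the other shared peaks hold repeated sequence too, such as 1 on chromosome 2 with 27.1%. Over all 53 replicate 1 peaks at these genes the median share was 78.5%. Among those found in replicate 1 only, U1 peaks on chromosome 12 from 55810526 to 55840228 had 0% to 6.93%. U1 peaks on chromosome 3 from 96163129 to 96293739 had 0.22% to 26.4%, while other such peaks reached 97.7%. Near-identical copies are a stronger candidate for these U1 peaks. Local bias of the chromatin sample could not be told apart, since no control library entered the peak calling and 0 input peak lists were analysed here. The GC content of replicate 1 peaks over snRNA, snoRNA and histone genes had a median of 47.4% against 43.5% in the other peaks (permutation test, two-sided p = 1.00e-04), so a GC content bias may also contribute. No biological explanation can be put above these, and whether YAP is at these genes remains a hypothesis.

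Replicate 2 held 88 peaks outside the replicate 1 list, and none of them has the coordinates of a peak of Table S3. Their mean share of unique 25-mers was 64.8% (n = 84 on assembled chromosomes) against 71.2% in the other replicate 2 peaks (n = 60), a difference in means that was not significant (permutation test, two-sided p = 0.20). The means hid a wider spread. Under 50% of unique 25-mers were found in 28 of the 84 (33.3%) and 10 of the 60 (16.7%; Fisher's exact test, two-sided p = 0.0344), under 40% in 27 (32.1%) and 4 (6.67%; Fisher's exact test, two-sided p = 0.00018), and at least 90% in 31 (36.9%) and 12 (20.0%; Fisher's exact test, two-sided p = 0.042). Multi-copy sequence may therefore account for a part of these peaks. For the part in unique sequence the test cannot decide, since exact 25-mers of the reference miss inexact copies and copies absent from the assembly. The design gives no condition by which the replicates differ, and no biological explanation was tested.

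The replicate 2 peak with the most tags outside the replicate 1 list held 3311 tags (0.0221% of its unique tags). It lay on chromosome 17 from 39979341 to 39986251 (mm9), over the annotated gene AY036118, with a fold enrichment of 2.74. In the reference 75.1% of its 25-mers occurred once, a share that cannot show copies missing from the assembly. Of the 9 next in number of tags, 5 lay near the start of chromosome 9 with 3.34% to 11.3% of unique 25-mers and 1 on chromosome 17 with 37.4%, while 1 on chromosome X had 93.0%, 1 on chromosome 4 had 54.1% and 1 lay on unplaced sequence. It was singled out after its value was seen, and no explanation of it alone was tested.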

How the results depend on the processing

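All alternatives but one were chosen before the data were examined. Of the 44 alternative values, 25 stayed within their limits, 16 moved, 1 became significant and 2 changed direction. No paired analysis was possible because the input samples that share replicate numbers with the YAP samples were not analysed here. The alternatives with an FDR of at most 5% were not run, since the lists used give no FDR.

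With a score of at least 100, replicate 1 had 125 peaks and replicate 2 had 43, of which 30 were shared. Under the same limit 48 of 138 merged peaks touched TEAD regions, and 45 of 125 merged peaks on assembled chromosomes had another within 50 kb. The overlap of the replicates exceeded random placement under each of the 5 alternatives run for it, with 30 to 63 peaks shared, all at one-sided p = 0.00100 in permutation tests, the smallest that 1000 placements can give. The grouping of peaks within 50 kb did so as well under the 3 alternatives that kept both lists.

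Leaving out each replicate gave 0 to 210 peaks listed in Table S3, 38 to 106 peaks at TEAD regions and 38 to 77 peaks with another within 50 kb. The count at TEAD regions was 38 with only peaks in both lists and 64 with the summit inside a region.

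The lower fold enrichment of peaks at TEAD regions (-2.185) was -2.30 with one peak per cluster, and it reversed when the score was compared, which was higher by 30.11 at TEAD regions. The cause was not tested.

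The number of genes near peaks and deregulated was 43. It was 18 with peaks within 50 kb, 6 with peaks within 5 kb, 28 at an FDR of 0.01 and 7 with only peaks in both lists. The difference in the share lower in YAP KD, 6.51 percentage points, became significant with peaks within 5 kb (46.0 percentage points, Fisher's exact test p = 0.034, on 6 genes) and reversed with only peaks in both lists (-25.8 percentage points, on 7 genes). Across the 4 alternatives the p-value ranged from 0.034 to 0.53. The cause was not tested. The share of deregulated genes by distance did not become significant at 1 kb, at 50 kb or without histone genes.

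The distance of the nearest peak to Dnmt3l grew with a score of at least 100 from 1866750 to 5744013 bp in replicate 1 and from 5209571 to 55641507 bp in replicate 2, and that to the Eprn interval did not change.

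Replicate 2 has fewer tags than replicate 1, which limits how many of the weaker peaks of replicate 1 it can show.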

Differences from the paper's values

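The paper's number of peaks is 428. The replicate 1 list held 447 and the replicate 2 list 154. With a score of at least 100 the replicate 2 list held 43 and with a fold enrichment of at least 5 it held 140, so none of the alternatives set before the data were examined closed the gap for replicate 2. For replicate 1, leaving out the peaks on unplaced sequence of chromosome Y gave 428, a setting chosen after seeing the values.

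The copy of Table S3 used here gives coordinates for 210 peaks against the paper's 428. All 210 were found in the deposited lists, and with an overlap of 1 bp or without replicate 2 the number was 210. Without replicate 1 it was 0. None of the alternatives set before the data were examined closed the gap. Rows may be missing from this copy, so the gap need not be in the paper's own table.

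The paper's number of peaks at TEAD regions is 154, and 106 merged peaks touched a region. Counting the regions of Table S4 in place of peaks gave 154.

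The paper describes the ChIP-Seq as duplicates from which peaks were identified. Of the 210 peaks with coordinates in Table S3, none has the coordinates of a replicate 2 peak. The column of Table S3 named FDR equals the p-value of the peak to within 1.7e-06 on the log10 scale.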

Other observations

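The tests of the depth of replicate 2, of the scores and distances to genes of peaks in Table S3 and of TEAD regions by class of gene were chosen only after the result was seen, and the split of the motif test by class was chosen after the TEAD regions by class were seen but before the motif counts of the split.

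The TEAD regions of Table S4 were concentrated at snRNA, snoRNA and histone genes. They touched 54 of the 81 replicate 1 peaks over such genes (66.7%) and 52 of the 330 other peaks on assembled chromosomes (15.8%; Fisher's exact test, two-sided p = 1.2e-18). Many of the 81 are neighbours, such as 22 at histone genes of chromosome 13. The p-value takes them as independent, which can overstate the evidence, and was not repeated with 1 peak per cluster. If TEAD recruits YAP to its peaks, the motif CATTCC would be more frequent at the summit than 2000 bp away. Over all 404 replicate 1 peaks it was not, with 10.1% at the summit and 10.6% away (permutation test, one-sided p = 0.64; reversed motif p = 0.98). At the 105 peaks on TEAD regions it was 14.3% against 7.62% (permutation test, p = 0.036; reversed motif p = 0.74), which did not hold after Benjamini-Hochberg adjustment over the 8 motif tests (adjusted p = 0.15). The peaks on TEAD regions then split. At the 54 over snRNA, snoRNA or histone genes the motif was at 1 summit (1.85% against 6.48% away, permutation test, p = 0.98; reversed motif p = 0.38). At the 51 in other places it was at 14 (27.5% against 8.82% away, permutation test, p = 0.00215, adjusted p = 0.0172), and the reversed motif was not enriched there (1.96% against 7.84%, p = 0.97). A candidate explanation is that TEAD recruits YAP to the latter group, while the overlap at snRNA, snoRNA and histone genes has another origin. Local bias of chromatin without a control library was not ruled out for that origin, and the hypothesis was formed and tested on the same data, with 4 of the 8 tests added for the split.

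On assembled chromosomes, the replicate 1 peaks found again in replicate 2 had a higher mean share of 25-mers that occur once in the genome, 69.0% (n = 60) against 58.1% in the others (n = 351; permutation test, two-sided p = 0.014). More repeated sequence therefore did not set them apart from the other peaks, which leaves open whether repeated sequence contributes to both groups. Random placement was also tested and reached the overlap in none of 1000 draws (permutation test, one-sided p = 0.00100, the smallest they can give).

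Lower depth of replicate 2 was tested on the replicate 1 peaks with enough tags. After scaling to the unique tags of replicate 2 (a factor of 0.659), 191 replicate 1 peaks had at least the median of 36 tags of replicate 2 peaks, and 60 of them (31.4%) were found in replicate 2, fewer than the 80% set as the limit for this explanation. These 191 peaks were chosen by tags and not by score, and some scored near the cutoff, such as 50.43 with 366 tags. Such peaks could be missed at lower depth, so the test cannot decide whether depth alone accounts for the group. Others scored far above the cutoff and were still not found, such as 322.9 with 131 tags. The replicate 1 peaks with fewer tags were not tested. No biological explanation was tested.

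The copy of Table S3 used here gives coordinates for 210 of 428 peaks. These did not have higher scores than the others (median 70.4 against 66.5, permutation test, two-sided p = 0.34), and the highest score of all, 1319.6, was among those without coordinates. Their mean share of unique 25-mers was higher, 64.9% (n = 210) against 54.2% (n = 201) (permutation test, two-sided p = 0.00073). This is a difference in means and not a rule of selection, since peaks with 0% of unique 25-mers were among those with coordinates and others with 100% were not. The distance to the nearest TSS of a coding gene differed more clearly, with a median of 14207 bp against 159400 bp (permutation test, two-sided p = 1.0e-05, the smallest that 100000 resamples can give), and 4 of the 210 against 130 of the 201 lay farther than 100 kb. Distance was not a strict rule either, since a peak 12 bp from a TSS was without coordinates and one 615915 bp away had them. A selection by distance to genes is a candidate explanation, to which the difference in unique sequence might be secondary, and this was not tested. The copy used here may also lack rows of the paper's table, so the 210 need not be a selection by the authors.

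Genes near peaks were not more often lower in YAP KD than the other deregulated genes (Fisher's exact test, two-sided p = 0.51), so activation of nearby genes by YAP was not shown at 500 kb. The 6 deregulated genes with a peak within 5 kb were lower in YAP KD, and the nearest peak of each of the 6 lay on a TEAD region. This was noticed after the values were seen.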
